# Transcriptome comparison reveals a genetic network regulating the lower temperature limit in fish

**DOI:** 10.1038/srep28952

**Published:** 2016-06-30

**Authors:** Peng Hu, Mingli Liu, Yimeng Liu, Jinfeng Wang, Dong Zhang, Hongbo Niu, Shouwen Jiang, Jian Wang, Dongsheng Zhang, Bingshe Han, Qianghua Xu, Liangbiao Chen

## Abstract

Transcriptional plasticity is a major driver of phenotypic differences between species. The lower temperature limit (LTL), namely the lower end of survival temperature, is an important trait delimiting the geographical distribution of a species, however, the genetic mechanisms are poorly understood. We investigated the inter-species transcriptional diversification in cold responses between zebrafish *Danio rerio* and tilapia *Oreochromis niloticus*, which were reared at a common temperature (28 °C) but have distinct LTLs. We identified significant expressional divergence between the two species in the orthologous genes from gills when the temperature cooled to the LTL of tilapia (8 °C). Five KEGG pathways were found sequentially over-represented in the zebrafish/tilapia divergently expressed genes in the duration (12 hour) of 8 °C exposure, forming a signaling cascade from metabolic regulation to apoptosis via FoxO signaling. Consistently, we found differential progression of apoptosis in the gills of the two species in which zebrafish manifested a delayed and milder apoptotic phenotype than tilapia, corresponding with a lower LTL of zebrafish. We identified diverged expression in 25 apoptosis-related transcription factors between the two species which forms an interacting network with diverged factors involving the FoxO signaling and metabolic regulation. We propose a genetic network which regulates LTL in fishes.

Understanding the genetic basis for inter-species phenotypic variation is a long-standing goal in biology^1^,^2^. Variation in gene expression pattern plays a key role in the evolution of phenotypic variation^3^. Fishes vary in their phenotypes in terms of physiologies and lethal temperature ranges due to their wide distribution^4^. At temperatures approaching the lower temperature limit (LTL), the physiological functions of fish are severely disturbed, which ultimately results in mortality^5^. The differences in LTL among fish species provide rich genetic resources for exploring the contributions of gene expression patterns to the variation of LTL in fishes. Numerous studies have studied the gene expression patterns and the associated regulatory mechanisms in various fish models exposed to cold challenges^6^,^7^,^8^,^9^,^10^,^11^,^12^.

Fish experience cold stress when water temperature decreases to their LTL. Cold stress results in a cascade of physiological and behavioral responses, from hormone secretion (brain) to locomotor activity (muscle)^13^,^14^. Of the functional organs in fish, the gill occupies a central role in environmental adaptation due to its involvement in respiration, iono-/osmoregulation, acid-base balance and waste nitrogen excretion, contributing critically to physiological homeostasis under stress^15^; the gill is believed to play a prominent role in obligatory physiological responses because it directly interfaces with the water. Gills show great morphological plasticity in response to temperature changes in some fishes^16^,^17^. Therefore, gills could be a suitable system for studying gene expression variations that contribute to environmental stress response. Previous efforts have produced a rich understanding of transcriptional responses to low-temperature stimuli in the fish gill^18^,^19^. However, little is known about how gene was regulated in the gill related to the LTL in fishes of different thermal histories.

Comparative studies on a genome-wide scale have been widely used to analyze inter-species differences in the transcriptional responses^20^,^21^,^22^,^23^ and to dissect changes in regulatory sequences contributing to gene expression divergence between species^24^,^25^. With the availability of genome sequences for an increasing number of fish species, it is now possible to conduct comparative analysis to dissect the relative importance of changes in gene regulation to cold sensitivity in fishes. Some fish species have emerged as excellent model systems allowing for genetic dissection of phenotypic changes under stress conditions by virtue of their cosmopolitan availability, relative ease of culture and availability of advanced molecular manipulations (e.g., reverse genetics), such as zebrafish *Danio rerio*^26^, and tilapia *Oreochromis niloticus*^27^. Tilapia belongs to the Cichlid family and is an economically important farmed fish. Tilapia originates from the tropical and subtropical regions of Africa and is unable to survive at temperatures lower than 10 °C^28^,^29^. Mass mortality can occur during over-wintering, which causes heavy economic loss^30^. Compared with tilapia, zebrafish are broadly distributed over the Indian subcontinent, including northern India, Nepal and Bangladesh, and they experience a wider range of temperatures, from as low as 6 °C in winter to over 38 °C in summer^31^. The differences in LTL between these two fish species could be used to explore the adaptive biological processes that are important in low temperatures. In this study, we used laboratory-raised tilapia and zebrafish that were both reared at 28 °C for at least five generations. We undertook a comparison of tilapia and zebrafish in the transcriptional responses to the same cooling scheme. Here we define “differentially expressed genes” as those whose expression is regulated by cold temperature within a species, and “zebrafish/tilapia divergently expressed genes” as those whose expression pattern is different between the two fishes at a cold stimulation. We systematically identified zebrafish/tilapia divergently expressed genes when the fishes were exposed to 8 °C, the LTL of tilapia, from which over-represented pathways were identified. We found sequential occurrence of five over-represented KEGG pathways from metabolism to apoptosis in the duration of 12 h of cold exposure, signifying a signaling cascade leading to cell apoptosis in the gill when fishes facing the lethally cold stress. We experimentally demonstrated differential progression of apoptosis in the gills of zebrafish and tilapia, and found that the extent of apoptosis in the gills was positively correlated with the time course of organismal morbidity. We thus revealed a link between gene expression variation and LTL in fishes. We further identified the *cis*-regulatory elements and *trans*-factors attributable to the divergently expressed genes involved in apoptosis in these species, extending our understanding on the regulation of LTL in various fish species.

## Results

### Distinct cold responses in zebrafish and tilapia under the same cooling scheme

Both zebrafish and tilapia are reared in the laboratory at a stable temperature of 28 °C for at least five generations and are maintained in this temperature for the entire life prior to experiment. Individual zebrafish and tilapia were exposed to the same continuous, linear cooling scheme with water temperature declining from 28 °C to 18 °C and then to 8 °C (Fig. 1). The two species exhibited distinct LTLs. Zebrafish maintained body equilibrium for at least 10 h at 8 °C, whereas tilapia fell into a coma shortly after being exposed to 8 °C and died around 12 h. The course of body posture change in the two species was shown in Fig. 1. Although variations exist in the timing of equilibrium loss and death among individuals of a species, intra-specific variation ranged within half an hour for each of the time points denoted in Fig. 1. To minimize sampling variations, we decided to sample the tissues based on a scheme of predetermined time points. We chose three time points, 0 h, 6 h and 12 h, at 8 °C, representing the different phenotypic responses of the two species, for conducting inter-species comparisons using RNA-Seq. 

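Gill filaments of 6-month-old zebrafish and tilapia were sampled at 28 °C and after 0, 6 and 12 h at 8 °C, with 3 libraries in each of the 4 groups of each species, 24 libraries in all. Each zebrafish library came from a pool of 10 fish and each tilapia library from 1 fish, so the spread among zebrafish libraries is a spread between pools and that among tilapia libraries a spread between individuals. The paper's methods give a cooling rate of about 0.85 °C/h with 12 h at 18 °C on the way down, whereas the sample labels give 1 °C/h. The authors trimmed the paired-end reads of the poly(A)+ libraries with Trimmomatic, mapped them with TopHat to the Ensembl genome of each species and counted the reads on each Ensembl gene with HTSeq-count. The values they deposited are these raw counts, without normalization, for 33737 zebrafish and 22283 tilapia genes. In zebrafish, between 7743030 and 9529965 reads per library were counted on genes at 28 °C (median 8043587), between 8068669 and 9973540 at 8 °C/0 h (median 9891745), between 9058465 and 9859639 at 8 °C/6 h (median 9353993) and between 8247592 and 10706262 at 8 °C/12 h (median 9378381). In tilapia, the libraries were shallower, with between 6302103 and 7587271 reads at 28 °C (median 7248167), between 4757080 and 8330947 at 8 °C/0 h (median 7183518), between 5821227 and 9475078 at 8 °C/6 h (median 7526715) and between 6685060 and 7950784 at 8 °C/12 h (median 6874144). The least expression these depths can show, 3 counts of the total, was between 0.280 and 0.387 CPM (counts scaled to library size) in zebrafish and between 0.317 and 0.631 CPM in tilapia, which covers counting error only. Of all reads in a file, between 59.5% and 68.5% were on a gene in zebrafish and between 58.6% and 64.0% in tilapia, and reads that mapped to more than 1 place were not counted on any gene. Genes that share reads with a near-identical copy can be undercounted in this way. For the tests, the 12 libraries of each species were fitted together with edgeR, with TMM normalization and the quasi-likelihood test, over the genes that passed edgeR's filter on low counts (19893 in zebrafish and 15729 in tilapia). Both the normalization and the filter can change the number of genes called. The sample labels of 8 libraries, 5 of zebrafish and 3 of tilapia, use another set of tags than the rest. All 3 zebrafish libraries of 8 °C/6 h are among them, and no library at 28 °C is. A label effect on this zebrafish group can therefore be estimated only through the replicate 3 libraries of the other cold groups. The paper's methods put 8 libraries on each of 3 lanes without saying which. Whether these tags mark a sequencing batch is therefore not known. If they do, the zebrafish change at 8 °C/6 h is mixed with that batch.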

The sequencing information of a total of 24 samples (2 species × 3 time points × 3 biological replicates + 3 control samples from 28 °C) are listed in Table S1. 

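The similarity of replicates was computed as the Pearson correlation across genes of log2(CPM + 1) between the 3 libraries of each of the 4 groups, which gives 12 pairs per species. In zebrafish the mean was 0.977 ± 0.00904 (SD, n = 12 pairs) over 28785 genes with at least 1 count in any library, and in tilapia it was 0.977 ± 0.00610 (SD, n = 12 pairs) over 20912 genes. The pairs of a group share libraries, and genes are not independent replicates, so no test was made on these correlations. By group, the zebrafish mean was 0.987 at 28 °C, 0.976 at 8 °C/0 h, 0.971 at 8 °C/6 h and 0.974 at 8 °C/12 h, and the tilapia mean was 0.977, 0.978, 0.980 and 0.971 in the same order. Between a 28 °C library and a library at 8 °C, the mean was lower, 0.953 in zebrafish and 0.958 in tilapia. The lowest replicate pair had a correlation of 0.965 in zebrafish and 0.961 in tilapia. In the 3 cold groups of zebrafish, replicates 1 and 2 had a mean correlation of 0.982 and pairs that include replicate 3 one of 0.969. Of the alternatives tried, untransformed CPM moved the value most, to 0.925 in zebrafish and 0.946 in tilapia. The zebrafish value includes replicate 3 at 12 h, where 1 gene held 2.47% of the counts on genes. In any other zebrafish library that gene held at most 0.0138%. Whether that gene lowers the 0.925 was not tested, so a part played by it is left open. A chi-square test of the counts over genes gave between 8.56 and 59.6 per degree of freedom for the zebrafish pairs and between 14.7 and 53.2 for the tilapia pairs, so that no pair looked like a library deposited more than once. This test covers counting error only.

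**Figure D1:**
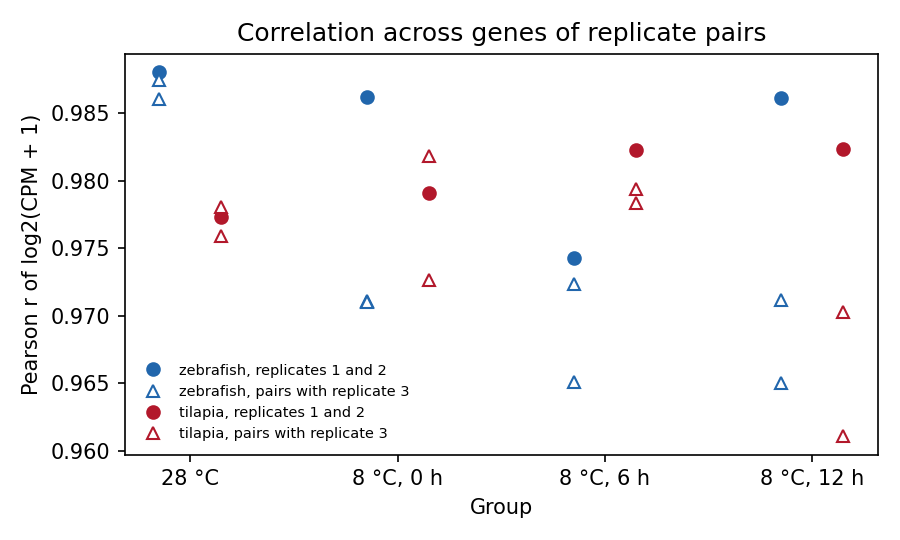
Pearson correlation (vertical axis, no unit, not starting at 0) across genes of log2(CPM + 1) for each pair of replicates, by group (horizontal axis). Circles are pairs of replicates 1 and 2 and open triangles are pairs with replicate 3, in blue for zebrafish and in red for tilapia. In the cold groups of zebrafish the triangles lie below the circles, with means of 0.969 and 0.982.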

Gene profiles of the replicates from the same temperature/time point were highly consistent (average Pearson correlation *r *= 0.96 and 0.95 for zebrafish and tilapia, respectively [Fig. S1]).

### Cold stress induces different expression patterns in gills between zebrafish and tilapia

The differentially expressed genes at the cold temperature were identified by setting a criterion of >2-fold change in expression level (FDR < 0.05) compared with the control temperature (28 °C) in the two fish species. 

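In zebrafish, 2478 genes passed the criterion at 8 °C/0 h, of which 1201 were higher and 1277 lower than at 28 °C, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 8 °C/6 h the number was 3408 (1718 higher and 1690 lower), and at 8 °C/12 h it was 3686 (1777 higher and 1909 lower). These are 12.5%, 17.1% and 18.5% of the 19893 zebrafish genes tested. In tilapia, 731 genes passed at 8 °C/0 h (295 higher and 436 lower), 1481 at 8 °C/6 h (660 higher and 821 lower) and 2046 at 8 °C/12 h (988 higher and 1058 lower), which are 4.65%, 9.42% and 13.0% of the 15729 genes tested. Each comparison has 3 libraries against 3. With the replicate number as a block, the zebrafish counts were 2668, 3610 and 3868 and the tilapia counts 703, 1446 and 2029, in order of time. Deviations from the group means had a mean correlation across genes of 0.104 between zebrafish libraries of the same replicate number and -0.0490 between those of different numbers, and in tilapia these were 0.0477 and -0.0232. Centring on means of 3 libraries by itself lowers the value for different numbers. Between same-numbered libraries of 28 °C and of a cold group, the pairing that these blocked comparisons use, the mean was -0.0214 in zebrafish and 0.0187 in tilapia, and among the cold groups it was 0.229 and 0.0766. Leaving out 1 library at a time moved a count most, to between 336 and 581 genes in tilapia at 8 °C/0 h. Among the other alternatives, the total that moved most was that of zebrafish at 8 °C/6 h, to 2223 with the kind of sample labels as a covariate. By direction, library size without TMM moved the counts further, in tilapia at 8 °C/12 h to 470 higher and 1995 lower.

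**Figure D2:**
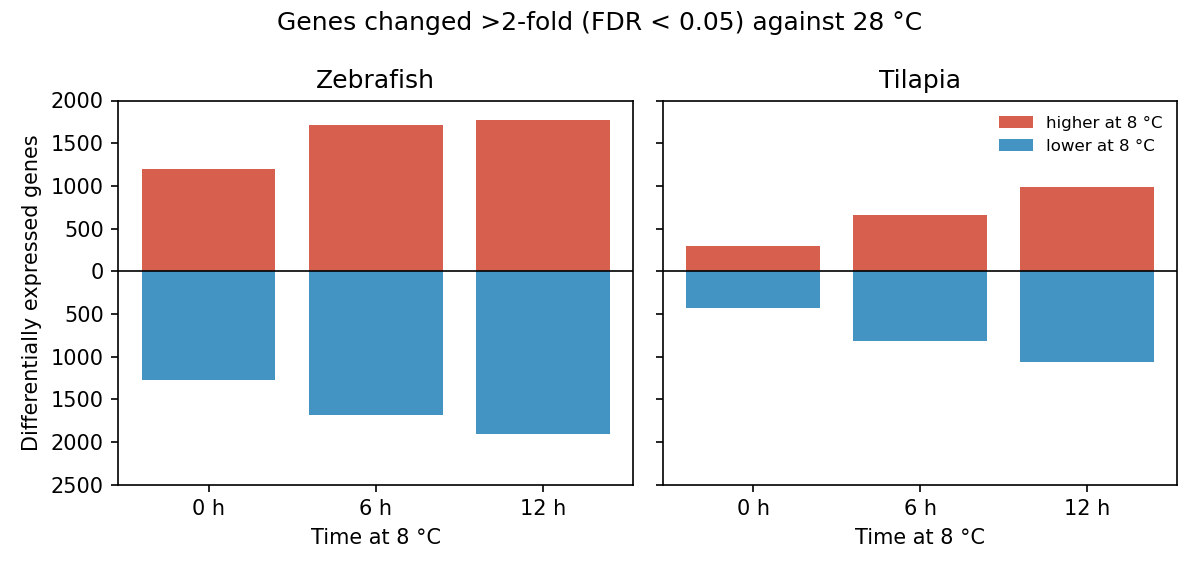
Number of genes (vertical axis) changed more than 2-fold at FDR < 0.05 against 28 °C after 0, 6 and 12 h at 8 °C (horizontal axis), with zebrafish on the left and tilapia on the right. Red bars above the zero line are genes higher in the cold and blue bars below it are genes lower in the cold. At 12 h the bars reach 1777 and 1909 genes in zebrafish and 988 and 1058 in tilapia.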

The number of differentially expressed genes was shown in Fig. 2A. The differentially expressed genes comprised 17.5% (4,838/27,635) and 13.4% (2,722/20344) of the expressed genes in zebrafish and tilapia, respectively (Table S2). 

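In the deposited counts, 4604 zebrafish genes passed the criterion at 1 or more of the 3 time points, which is 16.0% of the 28785 genes with at least 1 count in any of the 12 libraries. In tilapia 2483 genes passed, 11.9% of 20912. The denominator depends on what is called expressed. With at least 1 count in every library it fell to 20731 genes in zebrafish and 16165 in tilapia, with at least 10 counts in total it was 25159 and 18649, and the genes that passed the filter of the test numbered 19893 and 15729, of which the differentially expressed genes were 23.1% and 15.8%. With the replicate number as a block, the genes at any time point numbered 4834 in zebrafish and 2439 in tilapia. Of the zebrafish genes that passed at 0 h, 86.5% also passed at 12 h, 2144 genes that all changed in the same direction. In tilapia 83.7% did so, 612 genes, again all in the same direction. All 3 time points shared 1922 genes in zebrafish and 562 in tilapia.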

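Counted by direction, the genes higher at 8 °C than at 28 °C were 48.5% of the differentially expressed zebrafish genes at 0 h and 48.2% at 12 h, and 40.4% and 48.3% of those of tilapia. The time points were also compared with each other, in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Between 8 °C/12 h and 8 °C/0 h, no zebrafish gene passed the criterion (0 genes, with 1291 at an unadjusted p under 0.05), and 38 tilapia genes did, 29 higher and 9 lower at 12 h. With the replicate number as a block these were 0 and 46 genes. Neither number was stable. DESeq2 gave 70 genes in zebrafish and 132 in tilapia, edgeR's exact test gave 61 and 117, the first kind of sample labels alone gave 11 and 4, and leaving out 1 library at a time gave between 0 and 1 in zebrafish and between 0 and 43 in tilapia. The files list genes by Ensembl identifier without a symbol, and of the genes with the largest changes at 12 h, 2 that rose and 2 that fell are given per species. Zebrafish gene ENSDARG00000059370 rose from 1.94 ± 0.586 CPM (SD, n = 3) at 28 °C to 267 ± 79.7 CPM at 0 h, 240 ± 47.3 CPM at 6 h and 241 ± 55.7 CPM at 12 h. Its log2 fold change at 12 h was 6.96 (standard error 0.35, adjusted p = 4.44e-07 from edgeR's quasi-likelihood test). ENSDARG00000052879 rose from 0.0372 ± 0.0644 CPM (SD, n = 3), below what the depth can show, to 7.30 ± 1.06 CPM at 12 h (log2 fold change 7.22, standard error 1.95, edgeR adjusted p = 0.0179), and it no longer passed when any 1 of the 28 °C libraries was left out. Its 6 h libraries, which shared in the fit, had 39.6 ± 58.9 CPM (SD, n = 3), with 108 CPM in replicate 2. With only the 28 °C and 12 h groups fitted, edgeR's quasi-likelihood test gave an adjusted p of 0.000112. ENSDARG00000068951 went from 7.34 ± 1.94 CPM (SD, n = 3) to 0 counts in all 3 libraries at 12 h (log2 fold change -9.07, standard error 0.89, edgeR adjusted p = 8.02e-05). ENSDARG00000038568 went from 96.7 ± 39.9 CPM (SD, n = 3) to 2.68 ± 2.72 CPM (log2 fold change -5.16, standard error 0.89, edgeR adjusted p = 0.00176). In tilapia, the mean of ENSONIG00000013085 went from 5.22 ± 3.77 CPM (SD, n = 3) at 28 °C to 50.9 ± 32.1 CPM at 0 h, 76.4 ± 17.0 CPM at 6 h and 137 ± 27.9 CPM at 12 h (log2 fold change at 12 h 4.72, standard error 0.75, edgeR adjusted p = 0.00212). At 0 h, replicate 1 had 14.1 CPM against 65.9 and 72.7 CPM in the others. No test between cold time points is given for this gene. ENSONIG00000014167 rose from 0.295 ± 0.181 CPM (SD, n = 3) to 8.29 ± 3.41 CPM at 12 h (log2 fold change 4.72, standard error 0.54, edgeR adjusted p = 0.000182). ENSONIG00000012661 went from 16.4 ± 3.94 CPM (SD, n = 3) to 0.212 ± 0.266 CPM at 12 h (log2 fold change -6.23, standard error 0.66, edgeR adjusted p = 0.000230). ENSONIG00000005027 went from 19.9 ± 21.4 CPM (SD, n = 3) at 28 °C, an SD larger than the mean, to 0.0962 ± 0.0854 CPM (log2 fold change -7.41, standard error 1.22, edgeR adjusted p = 0.00184). The 28 °C mean of ENSONIG00000014167 also lay below what the depth can show. So did the 12 h means of ENSDARG00000068951, ENSONIG00000012661 and ENSONIG00000005027. The sizes of these log2 fold changes are therefore rough.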

The number of cold-induced genes in both species increased with prolonged cold treatment, but the extent of increase was different in the two species. 

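Among the genes that rose, the number at 12 h was 3.35 times that at 0 h in tilapia and 1.48 times that at 0 h in zebrafish. Counting the genes changed in either direction, the ratios were 2.80 and 1.49, and counting those that fell they were 2.43 and 1.49. Leaving out 1 library at a time moved the ratio of genes that rose to between 2.65 and 4.92 in tilapia and between 1.27 and 1.92 in zebrafish, ranges that do not overlap. With the replicate number as a block it was 3.32 in tilapia and 1.47 in zebrafish. Within the libraries of the first kind of sample labels it was 2.93 and 1.48. The ratio compares counts of genes past a threshold, and the difference between the species in it was not tested. The paper states that cold-induced genes increased with the length of the cold treatment in both species, to a different extent in each.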

The number of cold-induced genes identified at the 12 h time point was 2.5-fold (2,211/886) greater than that identified at 0 h in tilapia, whereas it only increased by 1.4-fold (3,848/2,657) in zebrafish when compared between the same time points (Fig. 2A).

To capture the differences in individual genes between the species, we first identified 12,072 expressed one-to-one orthologues between tilapia and zebrafish based on the defined orthologous groups from BioMart in Ensembl. We identified 3,174 one-to-one orthologous genes that were differentially expressed at the cold temperature either in zebrafish or tilapia. We compared the expression patterns of these 3,174 orthologues and found that they exhibited different profiles between zebrafish and tilapia (Fig. 2B). These findings indicate that extensive expression variation exists between zebrafish and tilapia related to their distinct LTLs.

### Functional divergence in zebrafish and tilapia gills identified from diverged gene expression patterns

To further investigate the expression divergence of one-to-one orthologous genes between species, we used a generalized linear model (GLM) approach (with variables of species and time, see Methods) to identify divergently expressed orthologous genes (defined as “zebrafish/tilapia divergently expressed genes”) in the time points examined. We identified 1,290 (10.7%), 1,937 (16.0%) and 2,097 (17.4%) zebrafish/tilapia divergently expressed genes at 0 h, 6 h and 12 h, respectively, between species (Fig. 3A–C and Table S3). A total of 2,848 zebrafish/tilapia divergently expressed genes were identified (Table S3). The zebrafish/tilapia divergently expressed orthologous genes were then used for gene ontology (GO) enrichment analysis to identify the over-represented biological functions or processes in the three time points. We identified 18 enriched GO terms (Fig. 3D). The enriched GO categories clearly characterized the species-specific responses of the two fishes to cold stress at different time points. Seven GO terms, including “DNA templated transcription”, “response to stress”, were enriched at 0 h. “Cellular protein modification process”, “DNA replication” and others were found to be enriched at 6 h, and GO terms including “small GTPase mediated signaling transduction”, “methylation”, “cellular response to DNA damage stimulus” and “DNA repair” were initially enriched at 12 h. Besides the aforementioned GO terms, several GO categories, such as “negative regulation of transcription” and “oxidation-reduction process” are enriched at all three time points and “regulation of apoptotic process” at 6 h and 12 h.

The divergently expressed genes in each time point were then used for identifying enriched KEGG pathways. Five pathways were found to be differentially regulated between the two species in the lethally cold exposure (Fig. 3E). Metabolic pathways, Insulin signaling pathway were enriched at 0 h, Pyrimidine metabolism and apoptosis were enriched at 6 h, while apoptosis and FoxO signaling pathway at 12 h. The time-lapse series of enriched GO terms and KEGG pathways clearly indicated progression of the differences in cold responsive programs between the two species.

### The Interplay between the enriched KEGG pathways

Given the phased occurrence of the over-represented KEGG pathways in facing the LTL exposure, it is likely that these pathways are interconnected in regulation. It is noticed that the FoxO signaling pathway is regulated by metabolic pathways^32^ and FoxO transcription factors play important roles in maintaining tissue homeostasis by regulating cell survival and apoptosis^33^. We thus constructed an interacting paradigm based on the well-established FoxO signaling pathway^34^, which was shown in Fig. 4. In this interacting network, thirty-three zebrafish/tilapia divergently expressed genes are involved with the enriched KEGG pathways, such as those belonging to the metabolism and apoptosis regulation pathways. These pathways are linked by components from the FoxO signaling pathway, such as Foxo3b, which transduces regulatory signals from the metabolic pathways to the downstream biological processes, including DNA repair, cell cycle and apoptosis. The interacting network of the zebrafish/tilapia divergently expressed genes implied a likely differential regulation of apoptosis between zebrafish and tilapia triggered by the divergent metabolic responses in the two species to the commonly severe cold.

### The same cooling scheme induces differential apoptosis progression in the gills of zebrafish and tilapia

We next assessed the functional consequences of expression divergence between zebrafish and tilapia. Apoptosis were significantly over-represented in the zebrafish/tilapia divergently expressed genes at the later time points (Fig. 3E), and many enriched GO terms are associated with apoptosis, including “regulation of apoptotic process”, “cellular response to DNA damage stimulus” and “DNA repair”. Figure 5A shows a heat map for 15 zebrafish/tilapia divergently expressed genes within the GO category “regulation of apoptotic process”, including two dual specificity phosphatases (*Dusp1* and *Dusp2*), two TNF receptor associated factors (*Traf6* and *Traf2b*), two nucleotide-binding oligomerization domain containing genes (*Nod1* and *Nod2*), and 9 other genes (Fig. 5A). We confirmed the expression changes of *Dusp1* by quantitative PCR (qPCR) (Fig. S2). The prevalence of gene expression divergence in apoptosis suggests that cold may differentially affect apoptosis progression in the gill cells of the two fishes.

To verify this hypothesis, we examined the signals of apoptosis in the gills of tilapia and zebrafish exposed to 8 °C at 3 h intervals by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining. As predicted, we observed a difference in the timing of apoptosis onset in the gills of the two fishes. Apoptotic cells were initially detectable at the 3 h time point in tilapia gill but were absent in zebrafish gill (Fig. 5B). With continued cold stress from prolonged 8 °C exposure, the proportion of apoptotic cells in the tilapia gill was always greater than that of the zebrafish gill at any time point (Fig. 5C). When death ensued in the tilapia (at 12 h at 8 °C), approximately 74% of gill cells had undergone apoptosis, compared with 51% in zebrafish gill (Fig. 5C). At this time, the zebrafish began to lose body equilibrium. To evaluate whether cold-induced damage also happened to other tissue types, we examined apoptotic signals in brain, liver, kidney, spleen and muscle at 12 h exposure to 8 °C. Apoptotic cells were detected only in kidneys of the two fishes with significantly less intensity (Fig. S4). Inter-species differences in apoptosis are likely the outcomes of the different LTLs between species, as excessive apoptosis is a sign of functional impairment leading to physiological disturbances. Taken together, the results suggest that the extent of apoptosis in gill correlates with the LTL of the fish.

### Different in *cis*- and *trans*- environment contributed to divergently apoptotic regulation between zebrafish and tilapia

To reveal the potential transcriptional regulation underlying the differential apoptosis in the gills of the two fishes, we surveyed transcription factor binding sites (TFBSs) within the proximal promoters of the zebrafish/tilapia divergently expressed genes that were associated with apoptosis. Two hundred and five TFBSs in the JASPAR database were used for scanning the upstream 1 kb from the transcription start sites of 65 genes within the GO term “regulation of apoptotic process”. We identified 10 transcription factors, including 2 signal transducer and activator of transcription (STAT) proteins, NF kappa B1 (Nfkb1), B-cell lymphoma 6 (Bcl6) and 6 other transcription factors, whose binding sites were enriched in the promoters of the zebrafish/tilapia divergently expressed genes (Table 1). This finding suggests a potential contribution of the TFBSs to differential apoptosis regulation.

To further identify the potential trans-factors involved in the differential apoptosis regulation, we screened for transcription factors that are apoptosis-related (defined by the description of GO term, see Methods). We defined 83 apoptosis-related transcription factors, of which, a total of 25 were divergently expressed between zebrafish and tilapia (Fig. 6A). Interestingly, *Bcl6, Stat5a, Stat5b,* and *Nkx3.2* are zebrafish/tilapia divergently expressed gene (Fig. 6A and Table S3) whose binding sites are enriched in the promoters of zebrafish/tilapia divergently expressed genes within the GO term “regulation of apoptotic process”, suggesting the involvement of these transcription factors in the divergent regulation of apoptosis between zebrafish and tilapia. We used the same methodology to identify the transcription factors in the metabolism pathways, insulin signaling pathway and FoxO signaling pathway, whose binding sites were enriched in promoters of the zebrafish/tilapia divergently expressed genes. The effort resulted in 6, 5 and 3 transcription factors in the three pathways respectively (Table S4). No enriched transcription factor binding sites were detected in the genes of the “Pyrimidine metabolism” pathway.

To further investigate the interaction patterns of the apoptosis-related TFs with transcription factors from other KEGG pathways whose binding sites were enriched in the divergently expressed genes, we obtained evidence of protein interactions (genetic interactions, physical interactions or co-localization) between the transcription factors. Based on the records in GeneMANIA database, we constructed a regulatory network and found that 52% (14/25) of apoptosis-related transcription factors and 18 TFBS-enriched transcription factors were interconnected (Fig. 6B). In addition to the direct interactions, some of the transcription factors interact through common partners, for example, FoxO3 could interact with Bcl6 and other factors through Crebbp.

## Discussion

Several studies on the transcriptional responses under cold stress in fish gill have been documented^18^,^19^. The transcription factors regulating cold responses and the molecular mechanisms leading to the varied LTLs among various fish species are still elusive. In this study, we compared the transcriptional responses in the gills of zebrafish and tilapia when exposed to a lethally cold temperature. We identified the gene expression divergence between the two fish species and found that 5 pathways, including metabolic pathways, insulin signaling pathways, pyrimidine metabolism, apoptosis and FoxO signaling pathway, were differentially regulated in sequence in the duration of lethally cold-exposure. We verified the cellular consequence of the apoptosis-biased transcription divergence by examining the presence of apoptotic cells in the gills of the two fishes and found a clear disparity in the onset and progression of apoptosis in this tissue that directly contacts the environment and is critical in stress responses (Fig. 4). Further close examination of zebrafish/tilapia divergently expressed genes within the 5 KEGG pathways revealed enriched binding sites for 22 transcription factors in their proximal upstream regions. In addition, more than 86% (19/22) transcription factors could potentially interact with each other, suggesting that multiple transcription factors may contribute to the divergent regulation in the two fish species which contribute to the differential apoptosis in the two fishes.

It is also interesting to note that no other tissue except that of the kidney had apoptosis signals that could be detected in either fish. Because apoptosis can be used as an indicator of cellular damage^35^,^36^, it is plausible to hypothesize that the gill tissue in a fish is the most cold-sensitive tissue. Although more solid experimental evidence is needed, the current study suggests that the degree of functional impairment in the gill may set the threshold for unrecoverable physiological failure leading to mortality. This hypothesis is supported by the correlation between the severity of physiological disturbances and the proportion of apoptotic cells in the gill at the lethally cold temperature. In tilapia, the fish fell into coma when the signals of apoptosis began to appear and died when ~75% of the gill cells underwent apoptosis (Fig. 4C). A similar correlation was also detected in zebrafish, but delayed, presumably because its LTL is lower than tilapia’s. To further support this link, we exposed the grass carp *Ctenopharyngodon idella*, a species tolerant to a wide range of temperature and that actively swims at 8 °C and examined signals of apoptosis in the gill. As predicted, apoptotic cells were only sporadic (<1% of total cells) in the gill after 12 h of 8 °C exposure (Fig. S5). Thus, the intensity of cold-induced apoptosis in gill is closely correlated with the differential LTL in these three fishes that are evolutionary distant. The genetic factors and the interacting networks contributing to the differential apoptosis regulation among the fishes may play roles in setting the lower boundary of cold tolerance, which can be further validated in the future.

The time course in which the species-divergent KEGG pathways appeared provided us important clues to the possible trigger and the signal pathways lead to irreversible tissue damage in the fish exposed to LTL. In this study, we clearly revealed that several metabolic pathways including the insulin signaling pathway are the early diverged pathways, followed with pyrimidine metabolism and apoptosis, and at last, apoptosis and FoxO signaling pathways. The detected divergence in apoptosis regulation at 6 h is nicely correlated with the largest difference in the percentage of apoptotic cells in the gills of the two species at this time point (Fig. 5C), suggesting that our approach is sensitive in uncovering the diverged phenotypic differences in the two species. Based on the time course of divergent KEGG pathways and their interrelationship (Fig. 4), it is reasonable to propose that dysregulated metabolic pathways in the lethally cold temperature is likely the trigger of the downstream pathways such as apoptosis and FoxO signaling pathways which lead to the differential outcome in apoptosis, and therefore contributed to differential LTLs in the fishes (Fig. 4).

An intriguing finding in this study is that genes involved in repair and regeneration signaling are divergently expressed at 12 h, suggesting an attempt for tissue repair even when a greater portion of the cells in the tilapia gill had undergone apoptosis. This situation may occur because cells in the gill might be heterogeneous in terms of their capacity in cold tolerance, and the fate of the cells facing the severe cold is determined by the dynamics of the factors regulating cell repair and cell apoptosis. At 12 h, we found that the FoxO signaling pathway was differentially regulated. FoxO signaling regulates cell survival, apoptosis, and DNA repair^37^, thus play important roles in tissue homeostasis regulation in stress conditions^33^. Under lethally cold temperature, DNA repair and apoptosis may both be induced, but apoptosis overwhelmed in tilapia, such that the majority of the cells underwent apoptosis at 12 h in this fish. The final outcome is determined by the percentage of the cells undergo irreversible damage (apoptosis). Taken together, we propose that the divergently expressed genes in metabolism pathways, apoptosis and FoxO signaling are collectively important in determining LTL of fish. In addition to the genetic factors, acclimation (the history of thermal experience of a fish) may also influence cold tolerance^38^,^39^. For example, the limit of low temperature tolerance can be extended for zebrafish after acclimation at 20 °C^40^.

The expression pattern of several genes in our constructed network (Fig. 6B) has been documented in previous studies to be induced by cold stress. For example, the expression of inhibitor of DNA binding 1 (*Id1*) is markedly increased in cold-acclimated zebrafish^19^. The activation of activating transcription factor 4 (Atf4) is important for cold adaptation in ground squirrels^41^ and mice^42^, and its expression is increased at cold temperatures in zebrafish^19^. The pervasive induction of key transcription factors, such as Id1 and Atf4, could be regarded as markers of cold response and adaptation. Notably, the expression of *Atf4* and *Id1* was divergently expressed between the zebrafish and tilapia. We observed strong induction of *Atf4* and *Id1* in zebrafish but not in tilapia (Fig. 6A). In a previous work using zebrafish as a model^19^, we found that at normal temperature, Bcl6, a known transcriptional repressor^43^ physically interacts with Jun, a factor critical in stress responses^44^. Interestingly, the Bcl6-Jun interaction is temperature-dependent, as the amount of the Bcl6/Jun complex decreases with temperature reduction^19^, suggesting the involvement of Bcl6 in cold responses in zebrafish. Bcl6 also directly or indirectly interacts with other divergently expressed TFs such as Atf4, Spi1, Arntt2, FoxO3 and others (Fig. 6B). The identification of these factors and their relationship facilitates our future investigations of molecular mechanisms of cold tolerance in fishes.

Regulatory elements in promoters play a major role in the genesis of new phenotypes^45^,^46^. Transcriptome divergence among species is attributable to different distribution of TATA box^25^, CpG island^47^ and transcription factor binding sites^24^ in the promoter regions of genes. We found that genes involved in regulation of apoptosis were significantly enriched with binding sites for Stats, Bcl6, Nfkb1, Nkx3-2, Cebppa and others, and the divergently expressed genes in the metabolic pathways are enriched with binding sites for Nfe2, Maf, Stats, Hinfp and Gfi1. Binding sites for rora, hnf4g and klf5, jund, bcl6 are enriched in the divergently expressed genes in the insulin and FoxO signaling pathways, respectively. The protein interaction network (Fig. 6B) indicates that transcription factors from these pathways are interconnected. Hinfp of the metabolic pathway physically interacts with Jund of the FoxO pathway. More importantly, multiple transcription factors in these two pathways commonly interact with crebbp which interact with FoxO1, FoxO3 and transcription factors of the apoptosis pathways. Some transcription factors are known to involve in multiple signaling pathways, for example, STAT1 involves in metabolism and apoptosis, while bcl6 in both FoxO and apoptosis pathways and these factors themselves are divergently expressed between zebrafish and tilapia in cold stress, and thus are likely play important roles in regulating the cold-induced apoptosis. It is yet to known which transcription factor(s) in the interaction network play(s) significant roles in producing the differential apoptotic intensities in the gills of the two fishes and therefore contribute substantially to LTL determination in fish.

In summary, we performed a transcriptome comparison between zebrafish and tilapia gills under cold stress. We investigated the expression divergence of orthologous genes between these species. We identified multiple regulatory pathways which are divergently expressed between the two species in the course of cold exposure. Moreover, we validated there considerable divergence in the onset and progression of apoptosis in the gills of the two fishes. We suggest that this regulatory divergence is likely to be one contributing factor to the different LTLs of the two species under cold stress. The capacity for differential regulation of apoptosis is enriched with the biased distribution of the binding sites for certain transcription regulators (e.g., Stats, Bcl6 and Nfkb) in the gene promoters. Due to the limited sample size and time points we have surveyed, the current list of divergently expressed genes and the genetic network is probably not complete. Nonetheless, the current work provides insights into the genetic basis for the different LTLs in various fishes.

## Methods

### Fish and cold exposure

Tilapia (*O. niloticus*) were reared at 28 °C for at least 5 generations under laboratory conditions. Zebrafish (*D. rerio*) were maintained at 28 °C in the laboratory for at least 10 generations. Both fish species were raised in fresh water and fed the same commercial diet at 4% of their body weight daily. For cooling, six-month-old tilapia and zebrafish were subjected to cold in a temperature-adjustable cultivation chamber (Ningbo Jiangnan Instrument Factory, Ningbo, China). The cooling scheme was similar to that in a previous study^19^. The temperature graded declines from 28 °C to 18 °C in 12 h at a rate of ~0.85 °C/h. After 12 h acclimation at 18 °C, the temperature continuously dropped to 8 °C in 12 h and was maintained at 8 °C. Tilapia experienced a loss of equilibrium and entered a coma within half an hour after the temperature decreased to 8 °C. At four temperature/time points (28 °C, 8 °C/0 h, 8 °C/6 h and 8 °C/12 h), tilapia and zebrafish were anaesthetized and killed immediately by decapitation to collect gill tissues. Branchial filament was carefully excised under the microscope. To ensure the consistency, individuals of tilapia and zebrafish were sampled in parallel at the determined time points. At each time point, the timings of sampling were identical between the two species to minimize circadian fluctuation. Each tilapia sample comprised a single fish, whereas 10 zebrafish were pooled in equal proportions to generate RNA amounts comparable to those obtained from one tilapia, due to the small size of the zebrafish gill. At each temperature/time point, three biological replicates were collected in both fish species. For RNA-Seq, twenty-four samples (2 species × 3 time points × 3 biological replicates and three replicates for control) were sequenced. The experiments were conducted according to the principles expressed in the “Guide for the Care and Use of Laboratory Animals” published by the National Research Council of the National Academies. The protocols used were approved by the Ethics Committee for the Use of Animal Subjects of Shanghai Ocean University.

### RNA preparation

Total RNA was extracted using TRIzol Reagent according to the manufacturer’s protocol (Invitrogen, Carlsbad, CA). RNA degradation and contamination were monitored on 1% agarose gels. The quality of RNA was assessed by measuring the RNA Integrity Number (RIN) using a Bioanalyzer Chip RNA 7500 series II (Agilent). Samples with RIN greater than 8.0 were used for sequencing. The concentration of total RNA was determined with a Qubit fluorometer (Life Technologies).

### RNA sequencing

Three micrograms of RNA from each sample was used to prepare the mRNA-Seq library with the TruSeq RNA Sample Prep Kit (Illumina) following the manufacturer’s instructions. Proper index codes were used to attribute sequences to individual samples. Briefly, poly(A)+ RNA was purified and fragmented using divalent cations at elevated temperature. RNA fragments were converted to cDNA using random primers, followed by second-strand cDNA synthesis and end repair. Illumina PE adaptors were attached to the cDNA ends. Fragments that were approximately 300 bp in length was extracted from a 2% low-range ultra-agarose sizing gel. Adaptor-tagged cDNA fragments were enriched using the manufacturer’s cocktail and 10-cycle PCR. The library quality and insert length were checked using the DNA High Sensitivity DNA Kit (Bioanalyzer 2100, Agilent) to ensure the proper insert size of 300–500 bp. The libraries were diluted to 10 pM, and equal amounts of 8 distinctively indexed libraries were mixed and subjected to 109 cycles of paired-end (2 × 109 bp) sequencing on one lane of an Illumina HiSeq 2000 system. A total of three lanes were used to sequence the entire sample set.

### The annotation databases

The reference genome sequences and gtf files were downloaded from Ensembl release 78 (http://www.ensembl.org/info/data/ftp) for both fishes. The “one-to-one” orthologous gene pairs between zebrafish and tilapia and GO annotations associated with Ensembl gene id numbers were obtained from Biomart in Ensembl^48^.

### Pre-processing and mapping of RNA-Seq reads

Trimmomatic 0.32 49 was used to remove the adaptor sequence and low-quality bases from the raw reads. First, the parameter in ILLUMINACLIP was set to 2:30:10 to remove the adaptor sequences from the raw reads. The 2 bases from the start and the end of the read were then removed. The reads were trimmed via sliding window trimming when the average quality within 4 bases fell below 20, and a post-trimming length of 50 bases or longer was enforced. Finally, the trimmed reads that were paired were retained for mapping. TopHat 2.0.13 50 was used to map the reads to the reference genomes. Default values were set for the parameters of TopHat read mapping. The reads from each sample were mapped separately.

### Expression quantification, differentially expressed genes and zebrafish/tilapia divergently expressed genes

SAMTools^51^ was used to first sort the bam files of the aligned reads by read name. HTSeq-count^52^ was then applied to count the number of reads that were mapped to the genes. The read counts of each sample were imported into the R package edgeR^53^ for a differential expression analysis. We compared the gene expression level at low temperature/time points (8 °C/0 h and 8 °C/12 h) with that at control temperature (28 °C). Genes with a fold change greater than 2 and an FDR less than 0.05 were considered differentially expressed. A GLM approach was used to identify zebrafish/tilapia divergently expressed genes for the selected time points at 8 °C. In this approach, two factors, species (zebrafish and tilapia) and temperature/time point (28 °C, 8 °C/0 h and 8 °C/12 h), were combined into one factor that consisted of 6 levels (tilapia: 28 °C, tilapia: 8 °C/0 h, tilapia: 8 °C/12 h, zebrafish: 28 °C, zebrafish: 8 °C/0 h, and zebrafish: 8 °C/12 h). We eliminated the effect of the initial expression patterns by normalizing the gene expression level at 8 °C to that at 28 °C. We then identified orthologous genes that were divergently expressed between the two fishes at 0 or 12 h. For example, we could identify zebrafish/tilapia divergently expressed genes at 8 °C/0 h using the following contrast in R script: “contrast = (tilapia: 8 °C/0 h − tilapia: 28 °C) − (zebrafish: 8 °C/0 h − zebrafish: 28 °C)”. At 0 or 12 h at 8 °C, genes with a fold change greater than 2 and an FDR less than 0.05 were considered zebrafish/tilapia divergently expressed genes.

### GO enrichment analysis

To identify functional categories associated with cold stress, the GO annotations of tilapia and zebrafish were downloaded from the Ensembl database. An enrichment analysis was performed via a hypergeometric test. The P value was calculated using the following formula:

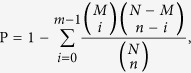

where N is the total number of genes, n is the total number of zebrafish/tilapia divergently expressed genes, M is the number of genes annotated to a certain GO term, and i is the number of zebrafish/tilapia divergently expressed genes annotated to a certain GO term. GO terms with P value below 0.05 were considered enriched. All statistical calculations were performed in R.

### Validation of RNA-Seq results by reverse transcription qPCR

Two micrograms of RNA from each sample was reverse-transcribed to cDNA using an RT-PCR kit (TaKaRa). qPCR was performed using SYBR Green Master Mix following the manufacturer’s protocol (Roche). *β-actin* was used as the internal control because the RNA-Seq data indicated that its expression remained largely constant during temperature treatment. The primers are listed in Table S6.

### Immunofluorescent staining

Paraffin sections were used for immunofluorescence staining. The tissue sections were deparaffinized in xylene and subsequently treated with sodium citrate buffer (pH 6.5) at 95 °C for 5 minutes. TUNEL staining was performed using a commercially available kit (TUNEL FITC Apoptosis Detection kit, Vazyme, A11103). The tissue sections were then counterstained with DAPI (500 ng/ml) for 5 minutes and analyzed under a laser confocal microscope (LSM 710; Carl Zeiss, Jena, Germany).

### Enrichment analysis of TFBSs in the proximal promoters of divergently expressed genes

We identified zebrafish and tilapia orthologous genes using the Ensembl database, and canonical Ensembl transcripts linked to each orthologous genes were obtained. We retrieved the information of transcription start sites (TSSs) at the first base of the 5′ UTR of each canonical transcript in Ensembl. By doing this, 14,475 pairs of TSS features were defined. The weight matrixes of TFBSs were obtained from the JASPAR^54^ database. The presence of a TFBS was determined by the motif-finding software FIMO^55^ with the default threshold (P < 0.0001). The occurrence of TFBSs was assessed on both strands of the 1 kb upstream of TSS in each gene. The motif-containing orthologous genes were defined as those whose promoters contain the motif in any one of zebrafish and tilapia. Fisher’s exact test was used to test against the null hypothesis.

### Apoptosis-related transcription factor definition

We first identified the transcription factors based on the records on the DBD database^56^. We defined 551 transcription factors in our study. Currently, there is little information associated with apoptosis in the GO annotation of zebrafish, which prompted us to use the GO annotation information for human records. “Apoptosis-related transcription factors” were defined as those whose GO annotation was matched to “apoptosis” or “apoptotic”. Based on the GO annotation in human, we defined 83 apoptosis-related transcription factors in our analysis.

## Additional Information

**Accession codes:** Sequence data have been deposited at the GEO of NCBI, under accession number GSE69965.

**How to cite this article**: Hu, P. *et al*. Transcriptome comparison reveals a genetic network regulating the lower temperature limit in fish. *Sci. Rep.* **6**, 28952; doi: 10.1038/srep28952 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
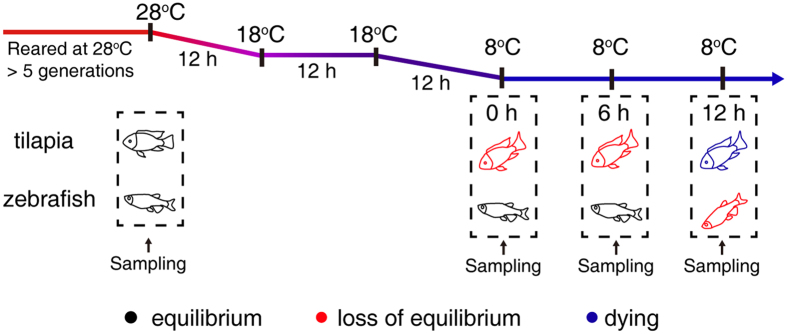
The changes in the body equilibrium of tilapia and zebrafish over time at 8 °C. Tilapia immediately lost body equilibrium when water temperature declined to 8 °C, whereas zebrafish maintained body equilibrium for the first 12 h at 8 °C. Twelve hours after loss of equilibrium, tilapia died, whereas zebrafish began to show equilibrium loss. The different body postures are indicated by different colors: black for normal equilibrium, red for loss of equilibrium, and blue for death. The sampling points are indicated by the arrows.

**Figure 2:**
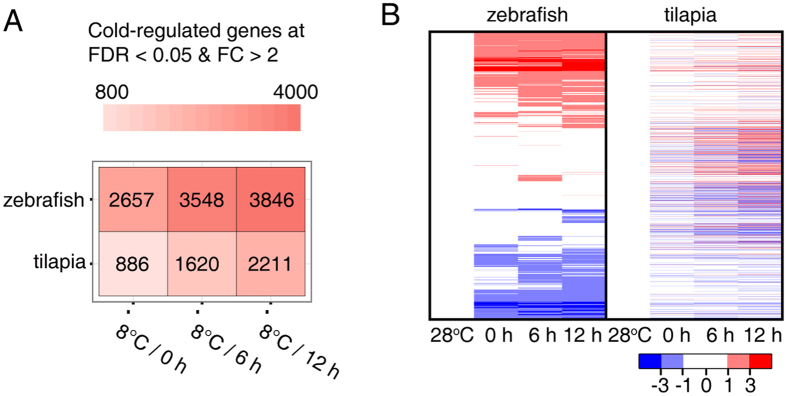
Global overview of differentially expressed genes at cold temperature in zebrafish and tilapia gills. (**A**) The differentially expressed genes at three time points of 8 °C exposure identified by comparing with the 28 °C control fishes. (**B**) Clustered profiling of 3,174 differentially one-to-one orthologous genes in zebrafish (left panel) and tilapia (right panel) based on comparisons between orthologous gene pairs. Log_2_ transformation of gene fold induction is indicated by the color-coded scales.

**Figure 3:**
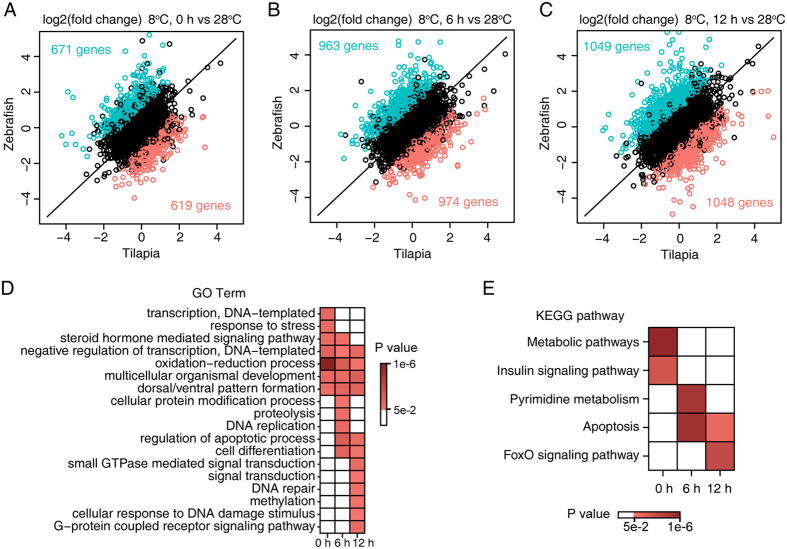
Divergent gene expression between zebrafish and tilapia in the LTL of tilapia. 1,290, 1,937 and 2,097 genes zebrafish/tilapia divergently expressed genes were identified at 0 h (**A**), 6 h (**B**) and 12 h (**C**), respectively. Green and red dots represent genes that are expressed in higher levels in zebrafish and tilapia respectively. (**D,E**) Heat map showing the enriched GO categories (**D**) and the KEGG pathways (**E**) identified from the zebrafish/tilapia divergently expressed genes at the three time points. The color scales depict the P values for the enrichment test, and cells in grey indicate a P value of >0.05.

**Figure 4:**
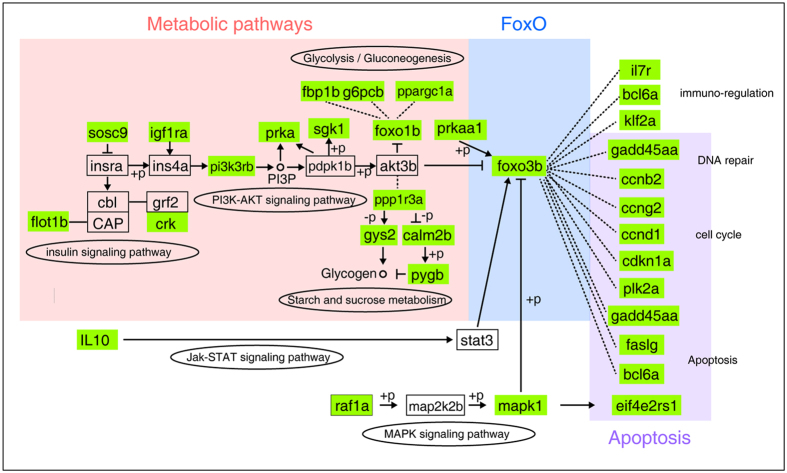
The relationship of the over-represented KEGG pathways inferred from regulatory networking of the essential factors of these pathways based on the established FoxO signaling pathway^57^. The zebrafish/tilapia divergently expressed genes were highlighted by blue color. The three pathways identified as over-represented in Fig. 3B were shadowed.

**Figure 5:**
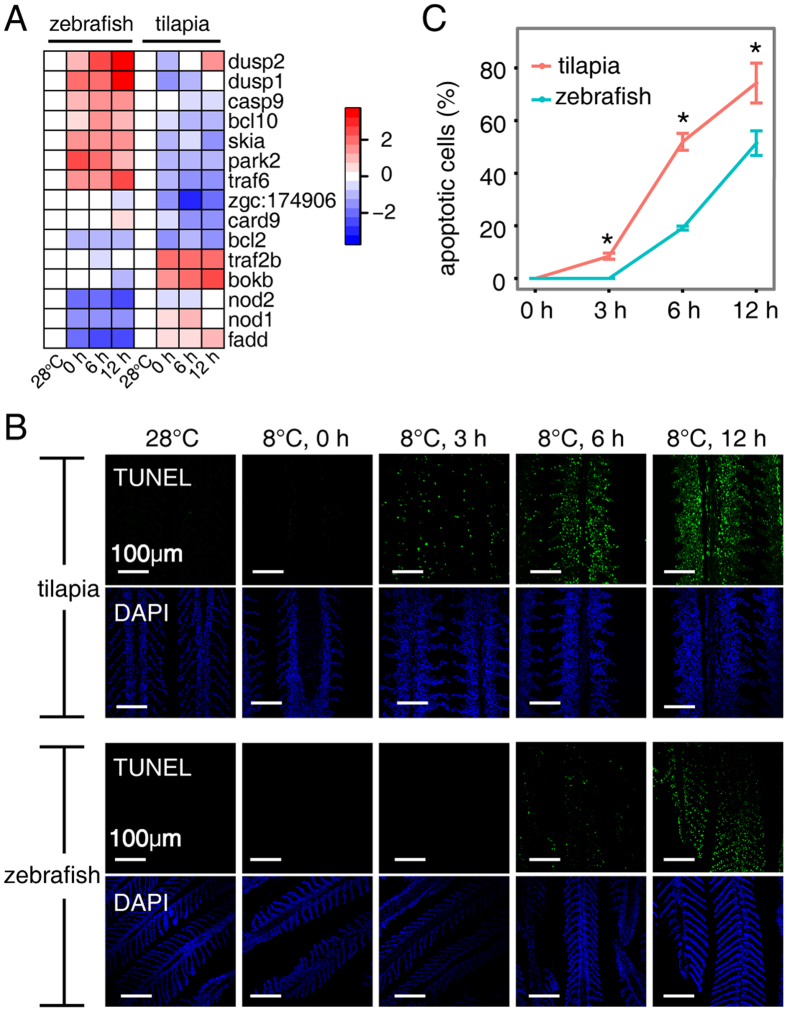
Inter-specific divergence in apoptosis. (**A**) Hierarchical clustering of zebrafish/tilapia divergently expressed genes contained in the GO term “regulation of apoptotic process”. Log_2_ transformation of gene fold change is indicated by the color-coded scale. (**B**) TUNEL assays in the gills of two fishes, indicating an earlier onset and more aggravated apoptosis in tilapia than in zebrafish at the same cold temperature. The nucleus was counterstained with DAPI. Scale bar is 100 μm. (**C**) Increased apoptotic cell populations in the gills of tilapia and zebrafish over time at 8 °C. Significant differences between the two fishes are indicated by an asterisk (Student’s t test, *P* < 0.05) and are based on at least three biological replicates, with each replicate having at least 3 individuals at each time point.

**Figure 6:**
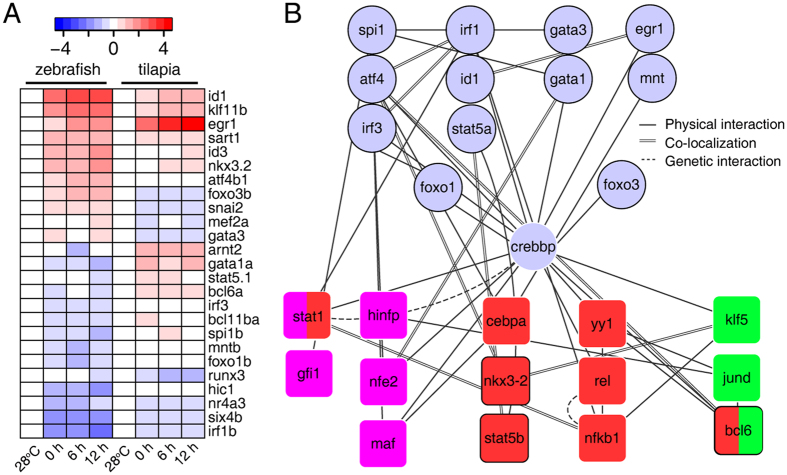
Regulatory networks showing the inter-specific divergence in *cis*- and *trans*- regulation of apoptosis. (**A**) Hierarchical clustering of 25 zebrafish/tilapia divergently expressed transcription factors that were apoptosis-related. (**B**) Protein-protein interaction network for zebrafish/tilapia differently expressed and TFBS-enriched transcription factors in the metabolism, FoxO and apoptosis pathways. Quadrate nodes denote the transcription factors whose binding sites were enriched in the promoter of zebrafish/tilapia divergently expressed genes. The pathways to which the enriched transcription factors belong were indicated by different colors, with pink for metabolic pathways, red for apoptosis, and green for FoxO signaling pathway. The circles with black border represent the zebrafish/tilapia divergently expressed apoptosis-related genes, while circle without the black border indicates an intermediate protein of the network, in which significantly expressional divergence between zebrafish and tilapia was not detected in this study. Protein-protein interaction information was retrieved from the literature using GeneMANIA. The types of protein-protein interactions are represented by different types of lines, with the solid lines representing the physical interactions, parallel lines representing co-localization and dots representing genetic interactions. According to definitions in GeneMANIA, “Physical interaction” refers to an experimentally validated protein-protein interaction, and “Co-localization” refers to two proteins that co-localize in the cell. “Genetic interaction” indicates that the effects of one gene are modified by another gene identified through mutation analysis.

**Table 1:** Enrichment analysis of TFBSs in promoters of zebrafish/tilapia divergently expressed genes within the GO term “regulation of apoptotic process.”

TF	Zebrafish/tilapia divergently expressed orthologues		Zebrafish/tilapia non divergently expressed orthologues		Odds ratio	P value
	Present	Absent	Present	Absent		
STAT1	15	9	8	33	6.63	9.84E-04
NFKB1	13	11	8	33	4.74	5.98E-03
Bcl6	14	10	10	31	4.23	8.44E-03
Esrrb	10	14	6	35	4.06	1.95E-02
CEBPA	16	8	15	26	3.40	2.31E-02
REL	9	15	5	36	4.21	2.73E-02
YY1	12	12	9	32	3.48	2.83E-02
Stat5a::Stat5b	12	12	9	32	3.48	2.83E-02
Nkx3-2	10	14	7	34	3.40	4.16E-02
ESRRA	11	13	8	33	3.42	4.61E-02

The present or absence of a TFBS motif was identified by FIMO. Odds ratio quantifies the effect of the presence of a motif from this class on the odds that it would be divergently expressed. P values were calculated using Fisher’s exact test against the null hypothesis (a no-biased distribution of TFBS in the promoters of the genes of interest).

How the deposited data were processed for this re-analysis (not part of the article)

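The data are RNA-Seq counts of gill tissue from zebrafish and tilapia, sampled at 28 °C and after 0, 6 and 12 h at 8 °C, with 3 libraries per group and 24 libraries in all. A zebrafish library was a pool of 10 fish and a tilapia library was 1 fish. Each library's condition and replicate number were taken from its sample labels and the paper's methods, and every library could be mapped to a group.

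The authors trimmed the reads with Trimmomatic, mapped them with TopHat to the Ensembl genomes of both species and counted the reads on each gene with HTSeq-count, and the deposited values are raw counts per Ensembl gene, with no normalization. Each file also has 5 summary lines for reads on no gene, reads on more than 1 gene, reads of low quality, reads that did not align and reads that mapped to more than 1 place. These lines were dropped before library sizes were computed. From the counts onward, everything was computed here.

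Total counts on genes ran from 7743030 to 10706262 in zebrafish and from 4757080 to 9475078 in tilapia. Deeper libraries have less counting error, and the floor of 3 counts corresponds to between 0.280 and 0.631 CPM.

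Differential expression was tested with edgeR 4.0.16 in R 4.3.3. The 12 libraries of a species were fitted together with 4 group means, TMM normalization, genes kept by filterByExpr, robust dispersion estimates and the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. The paper's criterion of a change of more than 2-fold at FDR < 0.05 was used. The paper's methods name edgeR and this criterion, and the text does not name the edgeR test, the filter or the libraries in each fit. The comparisons were each cold group against 28 °C and, added after the files had been opened, 12 h against 0 h. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic.

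Expressed genes were those with at least 1 count in any library of the species. Replicate correlations were Pearson correlations of log2(CPM + 1) over these genes, averaged over the 12 pairs of replicates. Replicate pairs were compared by a chi-square test over genes with at least 20 counts in the pair. Replicate numbers come from the sample labels, which use 1, 2 and 3 in every group. Whether they pair the libraries was checked by the correlation of deviations from group means on log2 CPM with a prior count of 2.

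The genes given by identifier were chosen by a rule set before the data were examined. A first run asked only the 12 h libraries to lie on the same side of the 28 °C libraries. It was corrected to the rule's wording after its picks had been seen, which replaced some of the genes. The rule took the genes past the criterion at 12 h with a mean log2 CPM of at least 1. Every cold library had to lie on the same side of every 28 °C library. The 2 largest log2 fold changes in each direction were then taken. Means for these genes are CPM after TMM scaling.

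The test was tried on simulated counts with 200 genes changed at 12 h, in zebrafish over 19893 genes and in tilapia over 15729. Library sizes, each gene's mean over all libraries and the trend of dispersion with expression came from these libraries. The simulated dispersion did not differ between groups or scatter between genes about the trend. The shares called may therefore not hold for the real libraries. Of the genes changed 3-fold or more, 78.4% of 139 were called in zebrafish and 84.2% of 139 in tilapia, with 8 and 7 false calls.

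The alternatives were DESeq2 1.42.0, edgeR's exact test, no filter on low counts, library size without TMM, upper-quartile normalization, the replicate number as a block, the kind of sample labels as a covariate or only the first kind, only the 2 groups compared, and leaving out each library in turn. Other scales and gene sets were tried for the correlations and other definitions for the expressed genes.

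Symbols, orthologue pairs, gene ontology terms, pathways and binding-site matrices were not used here, so the results on divergently expressed orthologues, on enrichment and on single named genes were not analysed here. The apoptosis staining, the PCR and the fish survival experiments were not analysed here either.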

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

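The comparison of 12 h with 0 h and the indicator for replicate 3 of the cold groups were chosen after seeing the data, and the tests of the label set and the library depth for the share of reads on no gene only after the result was seen.

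The tilapia response differed between time points. In the direct comparison of 8 °C/12 h with 8 °C/0 h, 38 genes passed the criterion in edgeR's quasi-likelihood test, 29 higher and 9 lower at 12 h, against 0 genes in zebrafish (1291 zebrafish and 1751 tilapia genes had an unadjusted p under 0.05). That the species differ in this number was not tested, and the contrast depended on the setting. DESeq2 gave 70 genes in zebrafish and 132 in tilapia, and edgeR's exact test gave 61 and 117. With the indicator for replicate 3 of the cold groups, zebrafish had 33 genes and tilapia 44. With the first kind of labels alone, zebrafish had 11 and tilapia 4, the reverse order. Only 1 of the 4 splits of the 6 tilapia libraries that part all same-numbered pairs gave as many genes, the real one, and the same held among all 10 splits, where the highest other count was 0; 3 libraries against 3 cannot give a share below 0.1, or 0.25 over the 4 splits, so whatever the counts, this cannot exclude chance in the grouping. The other 6 splits leave some same-numbered pair together. With an indicator for replicate 3 of the cold groups, which in tilapia is identical to the kind of sample labels, the number was 44. The indicator removes only a shift that these libraries share, and their deviations at 0 h and 12 h had a correlation across genes of 0.120, so spread of single libraries is left open. At 12 h the dispersion was 0.0999 over all 3 libraries and 0.0484 over replicates 1 and 2. With the first kind of labels alone the tilapia number was 4, without 0 h replicate 3 it was 11, and without 0 h replicate 1 it was 0. It was 43 without 12 h replicate 3, 37 without 12 h replicate 1, 29 without 0 h replicate 2 and 7 without 12 h replicate 2. At this number of libraries, 84.9% of 139 simulated genes changed 3-fold or more were called between these groups and 22.0% of 59 changed 2-fold. The design could therefore call large changes where, as simulated, the dispersion is the same in every group. In the real tilapia libraries it was 0.0708 at 0 h and 0.0999 at 12 h, so the 84.9% may not hold for them. A 2-fold change is the cutoff itself, so many such genes fail it whatever the number of libraries. The 22.0% is therefore not a measure of the design alone. A biological explanation, that gene expression in tilapia still changed after 0 h at 8 °C when, in the paper's description, the fish were dying, remains a hypothesis, and the number it rests on depends on which libraries are used.

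The share of reads on no gene, which the paper's text does not discuss, was higher in all 9 cold zebrafish libraries (10.3% to 12.0%, mean 11.1% ± 0.615 SD, n = 9) than in all 3 libraries at 28 °C (9.64% to 9.90%, mean 9.80% ± 0.137 SD, n = 3). A two-sided exact permutation test over 220 splits gave p = 0.00909, and 0.0545 after Benjamini-Hochberg adjustment over the 6 shares tested in both species, which does not pass 0.05. The label set does not account for it, since the lowest cold library of the first kind of labels had 10.8% against 9.90% for the highest 28 °C library. Depth does not either, as far as 1 library can show, because the only cold library with fewer reads than every 28 °C library had 10.7%. As a share of reads mapped to 1 place, the lowest cold library had 12.7%, below the highest 28 °C library at 13.3%, so that the groups overlap, but 7 of the 9 cold libraries were still above every 28 °C library, up to 16.3%. Fewer reads in more than 1 place therefore do not account for most of the cold libraries, and at 6 h replicates 1 and 2, with 25.3% and 26.2% of such reads, had 11.7% and 12.0% of reads on no gene. The cold zebrafish libraries had 22.6% ± 2.52 (SD, n = 9) of reads in more than 1 place and the 28 °C libraries 25.6% ± 0.412 (SD, n = 3). Among reads mapped to 1 place, the overlap came from replicate 3 at 6 h (12.7%) and at 12 h (13.2%). The cold replicate 3 libraries of zebrafish also lie apart from replicates 1 and 2 in expression, as described below. As the adjusted p does not pass and the groups overlap on this scale, the pattern is not called biological.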

How the results depend on the processing

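The alternatives named here were set before the data were examined, apart from the indicator for replicate 3 of the cold groups, the comparison of 12 h with 0 h, the separate counts of genes that rose, and leaving out libraries for the number at any time, which were chosen after seeing the data. Leaving out libraries aside, over results that answer a comparison 152 values under an alternative stayed within 1.5 times, or 1 SD for a correlation, of the reported value and 24 did not; the causes were not tested.

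For the mean replicate correlation, log2(CPM + 0.1) gave 0.965 in zebrafish and 0.965 in tilapia, untransformed CPM 0.925 and 0.946, the genes passing filterByExpr 0.962 and 0.958, and Spearman's correlation 0.965 in zebrafish. With the kind of sample labels as a covariate, the zebrafish number at 6 h was 2223. Counting genes changed in either direction in place of genes that rose gave 2478 and 3686 in zebrafish at 0 h and 12 h and 731 and 2046 in tilapia.

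Library size without TMM gave 1073 genes that rose in zebrafish at 12 h, and 159 at 0 h and 470 at 12 h in tilapia. This scaling moved the median log2 fold change of all genes by between -0.28 and -0.16, so the split of the genes into higher and lower depends on it.

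For the comparison of 12 h with 0 h in zebrafish, DESeq2 gave 70 genes, the exact test 61, the indicator for replicate 3 of the cold groups 33, the first kind of labels 11 and the labels as a covariate 4. In tilapia, DESeq2 gave 132, the exact test 117, only the 2 groups compared 6 and the first kind of labels 4.

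Across the fits that each left out one library, the zebrafish counts ran from 1819 to 2489 at 0 h, from 2808 to 3330 at 6 h and from 3095 to 3696 at 12 h, and the tilapia counts from 336 to 581, from 954 to 1431 and from 1538 to 2346. The number at any time ran from 3819 to 4874 in zebrafish and from 1781 to 2944 in tilapia, the genes that rose in tilapia at 0 h from 144 to 285, and the comparison of 12 h with 0 h from 0 to 1 gene in zebrafish and from 0 to 43 in tilapia. Of the 8 genes given by identifier, ENSDARG00000052879 lost its adjusted p under 0.05 in 3 of the 6 such fits and the others kept it in all 6.

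With the replicate number as a block, every comparison with 28 °C stayed within 1.5 times. Not run were the alternatives of the divergence between the species and of the correlation of log2 fold changes across species, which need orthologue pairs, and the first kind of labels alone for zebrafish at 6 h and at any time, where no such library exists at 6 h. The lower depth of tilapia limits genes near its floor of 0.631 CPM in the shallowest library.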

Differences from the paper's values

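The paper's text gives 2657 and 3848 cold-induced genes in zebrafish at 0 h and 12 h and 886 and 2211 in tilapia. The genes that rose here numbered 1201 and 1777 in zebrafish and 295 and 988 in tilapia. The paper refers to Fig. 2A for its numbers, and the legend there describes differentially expressed genes, so they may count both directions. Counting the genes changed in either direction gives 2478 and 3686 in zebrafish and 731 and 2046 in tilapia, each within 1.5 times of the paper's number; for these counts that setting was added after seeing the values, although it was set for their ratio before the data were examined. None of the other alternatives set before the data were examined closed the gap for the genes that rose, and neither did the indicator for replicate 3 of the cold groups.

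The paper's mean replicate correlation is 0.96 in zebrafish and 0.95 in tilapia, and both means here were 0.977. Of the alternatives set before the data were examined, log2(CPM + 0.1) at 0.965, the genes that passed filterByExpr at 0.962 and Spearman's correlation at 0.965 fall within 1 SD of the paper's value in zebrafish, and untransformed CPM at 0.925 does not. In tilapia, untransformed CPM at 0.946 does, and log2(CPM + 0.1) at 0.965, filterByExpr at 0.958 and Spearman's correlation at 0.972 do not. The zebrafish value of 0.925 includes the 12 h library in which 1 gene held 2.47% of the counts. Whether that gene lowers it was not tested.

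For the number of genes at 8 °C/6 h, where the paper shows about 3500 in zebrafish and about 1600 in tilapia in Fig. 2A, read by eye, the values here were 3408 and 1481 and do not differ by this measure.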

Other observations

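Of the tests in this part, those of the label set and the library size for the replicate 3 libraries, and the count of splits for the zebrafish comparison of 12 h with 0 h, were chosen only after the result was seen, and that comparison and the indicator for replicate 3 of the cold groups were chosen after seeing the data.

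In each of the 6 comparisons with 28 °C, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs gave as many differentially expressed genes as the real split, namely the real split itself, and the same was so among all 10 splits (0, 6 and 12 h in zebrafish and in tilapia). The highest count of any other split was 5 genes, for tilapia at 12 h. As 3 libraries against 3 cannot give a share under 0.1, or 0.25 over the 4 splits, the design does not let this count exclude chance in the grouping.

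More genes were differentially expressed in zebrafish than in tilapia at 12 h (3686 against 2046). Library depth was tested by thinning each zebrafish library to the depth of the tilapia library of the same group and replicate, which left 3514 zebrafish genes. The spread between replicates, which comes from pools of 10 fish in zebrafish and from 1 fish in tilapia, was tested by giving both species the larger common dispersion of the pair in a likelihood-ratio test, which gave 4482 genes in zebrafish and 2604 in tilapia. The larger dispersion was that of zebrafish itself (0.0797 against 0.0723), so this test could not have closed the gap. In the groups compared, the dispersion was smaller in zebrafish, 0.0317 against 0.0610 at 28 °C and 0.0954 against 0.0999 at 12 h. It was larger in zebrafish at 0 h (0.0942 against 0.0708) and 6 h (0.101 against 0.0576). Zebrafish also had more genes at 0 h (2478 against 731) and 6 h (3408 against 1481). The 12 libraries of a species were fitted together, so the larger zebrafish dispersion over all of them entered the counts. By this common dispersion, zebrafish did not have less spread over all libraries. Over replicates 1 and 2 alone, the zebrafish dispersion was 0.0246 at 28 °C and 0.0449, 0.0647 and 0.0409 at 0, 6 and 12 h. In tilapia it was 0.0556, 0.0706, 0.0497 and 0.0484 in the same order. Less spread in some groups or replicates is therefore left open as a reason for the higher zebrafish number. As a share of the genes tested, 18.5% passed in zebrafish and 13.0% in tilapia. Depth and the number of genes tested do not account for the higher zebrafish number. The completeness of the gene annotation of each genome was not tested, so no biological explanation is put forward.

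More genes passed at 12 h than at 0 h, by a ratio of 1.49 in zebrafish and 2.80 in tilapia, and within the first kind of sample labels the ratios were 1.48 and 2.67, so the label set does not account for the rise. Over the genes that passed at 6 h, the 6 h log2 fold change was nearer to that at 12 h than to that at 0 h for 58.2% of 3408 genes in zebrafish and 62.9% of 1481 in tilapia. The median ratio of the 0 h to the 12 h log2 fold change over these genes was 0.86 in zebrafish and 0.78 in tilapia, and with the first kind of labels alone it was 0.82 and 0.76. Genes are not independent replicates, and no test was made on these shares.

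The zebrafish cold libraries of replicate 3 lie apart from replicates 1 and 2. The deviation of replicate 3 from the other pair at 0 h had a correlation across genes of 0.563 with that at 12 h, against between -0.0788 and 0.0202 for the deviations of the cold groups with that at 28 °C. At 6 h, where all 3 libraries carry the same kind of labels, the deviation had a mean correlation of 0.385 with those at 0 h and 12 h. The label set therefore does not account for all of it. The correlations of 0.426 with 0 h and 0.345 with 12 h were below 0.563, so a part played by the labels is left open. Replicate 3 had the lowest total in 1 cold group and the highest in 2, so library size does not account for the deviation. Without the 100 genes with the highest counts, the correlation between 0 h and 12 h was 0.567. The common dispersion of the cold zebrafish groups was 0.0942, 0.101 and 0.0954 at 0, 6 and 12 h against 0.0317 at 28 °C, and over replicates 1 and 2 alone it was 0.0449, 0.0647 and 0.0409 against 0.0246. Other technical differences between these pools were not tested, and no biological explanation was tested.

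In edgeR's quasi-likelihood test, no gene passed between 12 h and 0 h in zebrafish (0 genes, 1291 at an unadjusted p under 0.05). DESeq2 gave 70 genes, edgeR's exact test 61 and the first kind of labels alone 11, so the 0 depends on the test and the libraries. The splits show nothing here, since with a count of 0 all 4 splits that part the same-numbered pairs, and all 10, gave as many. With an indicator for replicate 3 of the cold groups, 33 genes passed, so the spread from these libraries may account for part of the low number. At the same number of libraries, 80.6% of 139 simulated genes changed 3-fold or more were called and 24.1% of 58 changed 2-fold. The design could therefore call large changes. A 2-fold change is the cutoff itself, so many such genes fail it whatever the number of libraries. The 24.1% is therefore not a measure of the design alone. The simulated libraries did not carry the difference of replicate 3, and their dispersion was the same in every group. The 80.6% may therefore not hold for the real libraries.

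In zebrafish replicate 3 at 12 h, 1 gene, ENSDARG00000092233, had 264237 counts, 2.47% of the counts on genes, against at most 0.0138% in any other zebrafish library. Tilapia replicates 2 and 3 at 12 h have the same number of reads on more than 1 gene, 216509, although their counts on genes differ.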
